A study of Mus musculus with 10 samples. Its data were reported in "Multi-influential genetic interactions alter behaviour and cognition through six main biological cascades in Down syndrome mouse models" (2021).

How the data were processed

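Total RNA of the whole hippocampus (right and left) was taken from male mice at 16 weeks of age, 5 Dp5/Dp1 mice and 5 littermate controls, and hybridised to Affymetrix Mouse Gene ST arrays, 1 array per mouse. Per the labels, biotinylated targets were made from 200 ng of RNA, whereas the study's methods give a smaller amount. The control arrays are marked as re-analysed, and the series design states that these littermates also served the single Dp5Yah and Dp1Rhr lines, which are not analysed here. The labels give a C57BL/6N background, whereas the study's methods name C57BL/6J.

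The authors normalized the arrays by RMA (background correction, quantile normalization between arrays and a summary per probe set) and deposited log2 expression values, so every level below is an RMA log2 value and every difference is a log2 difference. The submitters' processing notes name RMA, limma and the mm10 build. The labels and the study's methods give no version of limma or of the RMA step. RMA compresses differences of dim probe sets towards 0, and its quantile step gives all arrays nearly the same distribution. Array medians lay between 6.73 and 6.80, and at a given rank the arrays differed by at most 0.13. The table held 35556 probe sets, of which 21789 had exactly 1 gene symbol in the platform annotation, 1621 had several and 12146 were unnamed here. Only those with 1 symbol entered the tests by gene. Of these, 21698 had an Entrez ID found in the RefSeq gene table of GRCm38, the same assembly as mm10, from which chromosome, start and end were taken. For the 999 genes with more than 1 probe set, the probe set with the highest mean over all 10 arrays was read, which left 19938 genes. No pair of arrays held identical values, and the correlation between arrays, across genes, ran from 0.996 to 0.999.

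Groups came from the condition label. Titles of the mutant arrays name Dp5Yah with the Dp5/Dp1 model in brackets, so both duplicated intervals were checked on each array. The main test was limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided, no covariate) with Benjamini-Hochberg adjustment over the 19938 genes and a threshold of 0.05 on the adjusted p, which is what "called", "rose" and "fell" refer to for single genes. The means of gene lists were compared from 1 mean per array with an exact two-sided permutation test over the 252 assignments of 5 against 5 arrays, for which the smallest p is 0.00794. The number of arrays limits the precision. Gene lists were written before the data were examined. The Dp5Yah list left out the claudin-keratin cluster, Cyyr1 and Runx1, which were reported apart, as was Setd4, and genes counted as outside the intervals are in neither list and not between the outer genes by position. Mx1 had been written among the 2-copy genes, but GRCm38 places it between Cbr1 and Fam3b, so it was taken out of that list before any test was run. It was not added to the 29 genes of the Dp1Rhr list and counts as inside that interval by position only. Function and cell type lists, 26 in all without trisomic genes, were tested with limma's camera at a preset correlation of 0.01, adjusted over the 26 lists. They covered immediate early genes, interferon-stimulated genes, the SNARE complex, the RHOA pathway, glutamate and GABA signalling, ribosomal proteins, the mitochondrial respiratory chain, neuropeptides, cell types of the hippocampus and tissues next to it.

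The genes named were set by a rule fixed together with the lists. They are a list of genes the study discusses (not every gene it names) and those at the interval borders, the 5 genes of each interval with the lowest adjusted p and any called lower, up to 12 called genes with the largest change outside the intervals in each direction (the 3 with the lowest p where fewer than 3 were called), and in each other list up to 4 called members, or the 2 with the lowest p. Predicted gene models were named only under the first 2 parts of the rule. Genes named beyond it are marked as chosen after their values were seen. Btg3 had no probe set of its own in the annotation and was not analysed here.

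The alternatives comprised leaving out the dimmest 40% of genes, renewed quantile normalization, centring on genes outside the intervals, the mean of a gene's probe sets, every probe set tested separately, an intensity trend with robust variance, array weights, the replicate number as a block, leaving out each array in turn, a 1.4-fold limit, an adjusted p under 0.1, other interval memberships, medians over genes, camera with an estimated correlation and fry. FCROS, the rank method of the study, was rewritten for this purpose from its description (25 array pairs, mean of the ranks with 0.25 trimmed at each end, f-values in either tail of 0.025), and may differ from the published package. Scripts were tested on simulated data with the means and spreads of the 19938 genes for Dp5/Dp1 versus control. limma recovered 38 of 50 genes changed by 0.3, 49 of 50 changed by 0.6 and all 50 at each of 0.9 and 1.2 (log2), and 16 of its 203 calls were false. So many calls ease the adjusted threshold more than the 41 calls of the real data do. The recovery at 0.3 may therefore be too high for these arrays.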

Results

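The hippocampal transcriptome was profiled in 5 Dp5/Dp1 mice and 5 littermate controls, all male and 16 weeks old, with 1 array per mouse. Dp5/Dp1 mice model Down syndrome. They carry a pair of segmental duplications of mouse chromosome 16 (Mmu16) in regions homologous to human chromosome 21 (Hsa21), so that the genes inside are present in 3 copies. The Dp5Yah interval was read from the start of Cyyr1 to the end of Clic6 (GRCm38 chromosome 16, 85452858 to 92541241) and the Dp1Rhr interval from Cbr1 to Fam3b (93607837 to 97504936). These are ends of genes, not the breakpoints, and the study's own coordinates of Dp5Yah reach further on both sides. On the proximal side they would take in the genes from Hspa13 to App, although the study names Cyyr1 to Clic6 as the content. The 22 Mmu16 genes counted here as 2-copy include these. Their mean log2 difference was 0.0032 ± 0.0052 (SE), against 0.31 ± 0.03 for the Dp5Yah genes. Values are RMA log2 expression, given as mean ± SD with n = 5 per group, and differences are Dp5/Dp1 minus control with their standard error (SE).

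The first question was which genes changed when both intervals were present in 3 copies. Most of the genes called by limma lay in the duplications. Of 19938 genes tested, 41 were called by limma, 40 higher and 1 lower in Dp5/Dp1. The Dp5Yah interval held 25 of the higher genes and the Dp1Rhr interval 12. The other 4 were Runx1, a and Gpnmb, which rose, and Cbs, which fell. At an unadjusted p under 0.05 there were 1208 genes, against 996.9 expected by chance, and 1154 of them lay outside the intervals. Leaving out Dp5/Dp1 replicates 2 and 5, whose medial habenula markers were high, brought the calls to 21, with 3 against 5 arrays. FCROS, the rank method of the study, passed 1008 genes, 956 of them outside the intervals.

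Trisomic genes of the Dp5Yah interval were overexpressed. The mean over its 43 genes was 8.67 ± 0.05 in controls and 8.98 ± 0.04 in Dp5/Dp1, a log2 difference of 0.31 ± 0.03 (SE; 1.24-fold; exact permutation p = 0.00794, the smallest these arrays can give), and all 5 Dp5/Dp1 arrays lay above all controls. Ifnar2, a subunit of the type I interferon receptor (91372783 to 91405589), had the largest rise, from 9.39 ± 0.05 to 10.05 ± 0.09 (log2 difference 0.66 ± 0.04, 1.58-fold, adjusted p = 4.83e-05). Il10rb, a subunit of the interleukin 10 receptor (91406157 to 91425834), rose by 0.50 ± 0.04 (adjusted p = 0.000133). Also among the 5 lowest adjusted p were Rcan1, a calcineurin regulator (log2 difference 0.46 ± 0.04, adjusted p = 0.000186), Gart, an enzyme of purine synthesis (0.47 ± 0.04, adjusted p = 0.000243), and Tiam1, an exchange factor for RAC (0.43 ± 0.04, adjusted p = 0.000409). The neighbouring interferon receptor genes Ifnar1 (0.44 ± 0.04, adjusted p = 0.000409) and Ifngr2 (0.43 ± 0.05, adjusted p = 0.00179), chosen after their values were seen, rose as well.

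Other genes of this interval that the study discusses were also called. Ltn1, a ubiquitin ligase of stalled ribosomes, rose by 0.38 ± 0.05 (adjusted p = 0.00576), Synj1, a phosphatase of synaptic vesicle recycling, by 0.36 ± 0.04 (adjusted p = 0.0034), Sod1, a superoxide dismutase, by 0.29 ± 0.04 (adjusted p = 0.00951) and Usp16, a histone H2A deubiquitinase, by 0.41 ± 0.07 (adjusted p = 0.0479). Usp16 passed in 2 of the 10 fits that left out an array, those without control replicate 3 or Dp5/Dp1 replicate 3, and its adjusted p ran from 0.0336 to 0.175. Without Dp5/Dp1 replicates 2 and 5, Ltn1 (0.34) and Sod1 (0.25) had an adjusted p of 0.0548. The called members spanned log2 differences of 0.27 to 0.66, and for 22 of the 25 the 95% interval of the difference lay wholly below log2 of 1.5. Of the 18 genes not called, 10 had an unadjusted p under 0.05, and 7 were among the dimmest 40% of all genes tested. No member was lower by limma, by FCROS or at an unadjusted p under 0.05. Clic6 (-0.18 ± 0.68) and Kcne2 (-0.16 ± 0.29), chosen after their values were seen, were the only members with a lower mean, and both varied with choroid plexus markers across the arrays, as described with the cell type lists.

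**Figure D1:**
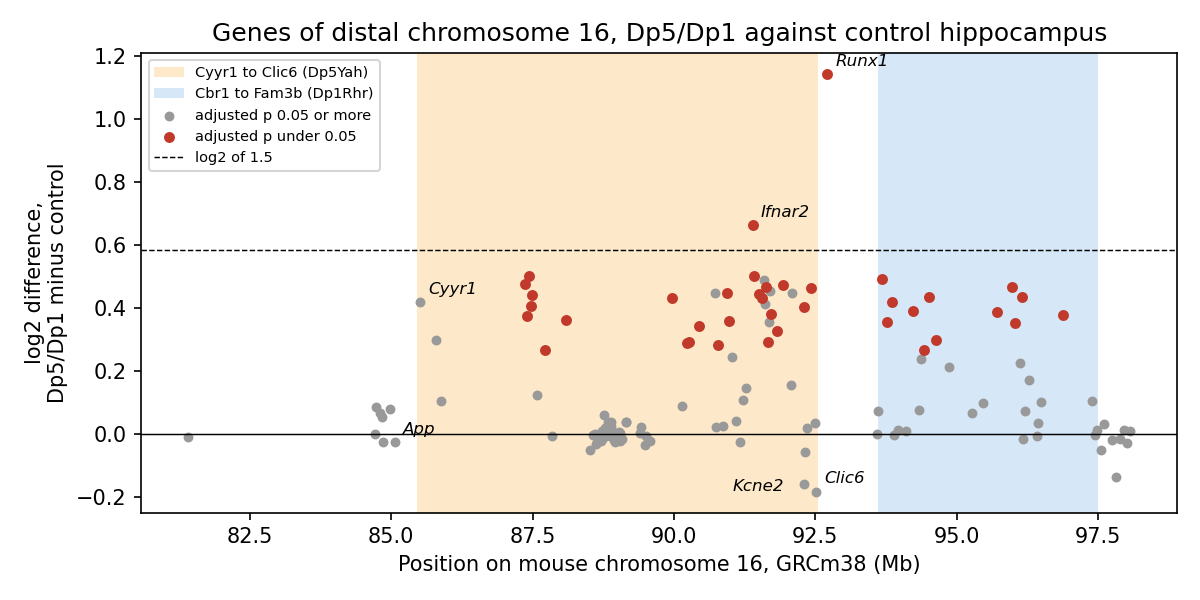
Log2 difference of Dp5/Dp1 minus control for genes of distal chromosome 16, by the midpoint of each gene (GRCm38, Mb); shaded bands mark the Dp5Yah and Dp1Rhr intervals, red points genes with an adjusted p under 0.05 and the dashed line log2 of 1.5. Called genes lie inside the bands except Runx1, at 1.14, which lies between them, and the flat group near 0 in the first band is the claudin-keratin cluster.

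The Dp1Rhr interval was overexpressed too. The mean over its 29 genes was 8.19 ± 0.01 in controls and 8.41 ± 0.02 in Dp5/Dp1, a log2 difference of 0.21 ± 0.01 (SE; 1.16-fold; exact permutation p = 0.00794), again with all 5 arrays above all controls. Get1, which inserts tail-anchored proteins into the endoplasmic reticulum (96145400 to 96157852), rose by 0.43 ± 0.04 (adjusted p = 0.00107), Hlcs, the enzyme that attaches biotin to carboxylases, by 0.39 ± 0.04 (adjusted p = 0.00108), Dop1b by 0.36 ± 0.04 (adjusted p = 0.00118) and Cbr3, a carbonyl reductase, by 0.49 ± 0.06 (adjusted p = 0.0034). Dyrk1a, a kinase gene at the centre of Down syndrome models (94569947 to 94695519), went from 11.65 ± 0.06 to 11.95 ± 0.04 (log2 difference 0.30 ± 0.04, 1.23-fold, adjusted p = 0.00344). A dimmer probe set of the gene had a difference of 0.09 (adjusted p = 0.902). Without Dp5/Dp1 replicates 2 and 5 the difference of Dyrk1a was 0.30, with an adjusted p of 0.0548. Erg, an endothelial transcription factor of the same interval, had a difference of 0.10 ± 0.03 that did not pass (adjusted p = 0.753). Of the 17 genes not called, 9 were among the dimmest 40% of genes, and no member was lower by limma, by FCROS or at an unadjusted p under 0.05.

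The Dp5Yah genes exceeded the Dp1Rhr genes. The difference between the interval means was 0.48 ± 0.06 in controls and 0.58 ± 0.03 in Dp5/Dp1, a gap of 0.10 ± 0.03 (SE; exact permutation p = 0.0238). Without Dp5/Dp1 replicates 2 and 5 it was 0.08 (exact permutation p = 0.0893). Dim genes made up 7 of the 43 and 9 of the 29, which this test does not take into account.

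**Figure D2:**
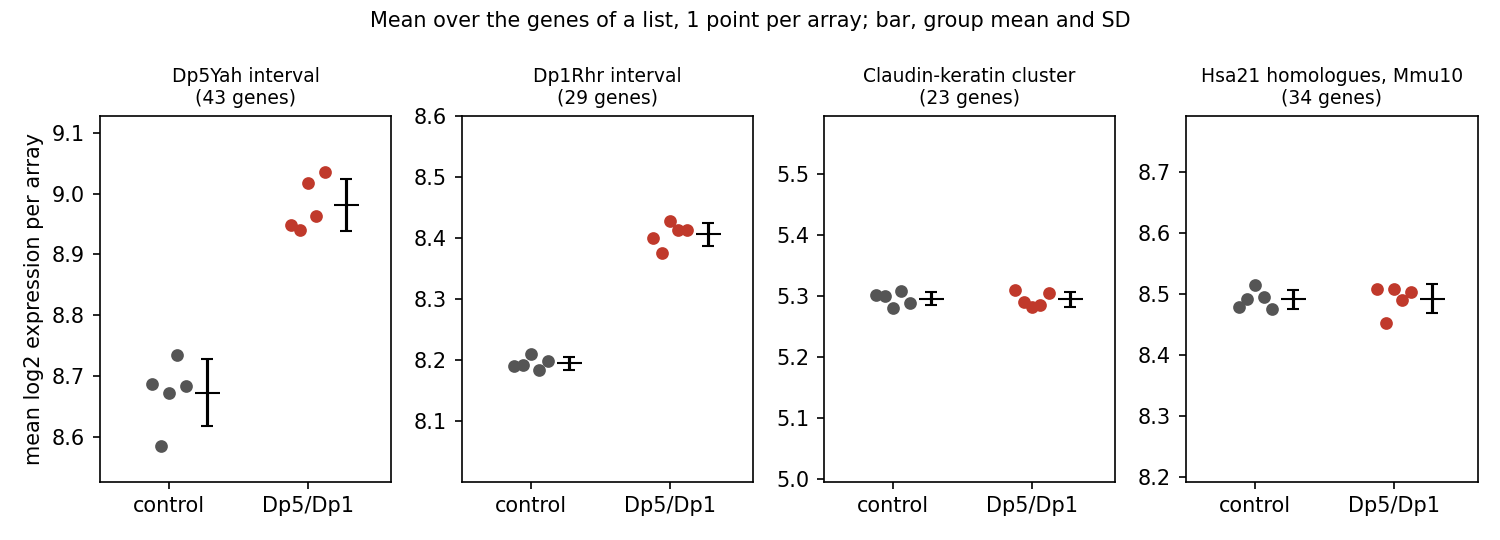
Mean log2 expression per array over the genes of 4 lists in control and Dp5/Dp1 hippocampi; each point is 1 array and the bar gives the group mean and SD (n = 5). The 4 axes span the same range of log2 values but start at different levels, and only the interval lists separate the groups.

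The claudin-keratin cluster inside the Dp5Yah interval was examined apart, since the study describes it as not overexpressed in trisomy. Its 23 measured genes, which encode claudins and keratin-associated proteins of hair, had means of 5.30 ± 0.01 in controls and 5.29 ± 0.01 in Dp5/Dp1 (log2 difference -0.0011 ± 0.0075 SE; exact permutation p = 0.897). limma and FCROS called 0 of them, 0 had an unadjusted p under 0.05, and 22 were among the dimmest 40% of genes, where a dosage change is hard to see on arrays.

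Of the genes at the borders of the intervals, Runx1 alone was called. Runx1, a transcription factor of blood development (92601466 to 92826074), holds the distal loxP site of Dp5Yah, so that part of it lies in the duplicated segment, while the study describes its complete copies as 2. It was counted as outside the interval. It rose from 7.01 ± 0.15 to 8.15 ± 0.12, a log2 difference of 1.14 ± 0.08 (2.21-fold, adjusted p = 4.83e-05), with all 5 Dp5/Dp1 arrays above all controls. Cyyr1, which the study names as the first gene of the duplication and also among those not in 3 copies, had a difference of 0.42 ± 0.11 that did not pass (adjusted p = 0.447). Without control replicate 4 it was 0.53 and passed (adjusted p = 0.00844). Setd4, between the intervals, had a difference of 0.0013 ± 0.03 (adjusted p = 0.995). App, the amyloid precursor gene just outside the Dp5Yah interval, holds the other loxP site, and the study describes its complete copies as 2 as well. App was at 12.85 ± 0.02 and 12.83 ± 0.02 (-0.02 ± 0.03, adjusted p = 0.903).

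Hsa21-homologous genes that remained in 2 copies served as a background. Their mean differences were 0.0032 ± 0.0052 (SE) for 22 genes of Mmu16 outside the duplications, -0.02 ± 0.01 for 19 genes of Mmu17 and 0.0013 ± 0.01 for 34 genes of Mmu10, with exact permutation p of 0.929, 0.262 and 0.929 after adjustment over the 3 lists. limma called only Cbs of Mmu17 among them, 5 had an unadjusted p under 0.05 and FCROS passed 5. The lowest unadjusted p elsewhere belonged to Mrpl39 (0.09 ± 0.03, adjusted p = 0.806) and Prdm15 (-0.14 ± 0.08, adjusted p = 0.841) on Mmu16, and to Adarb1 (-0.10 ± 0.04, adjusted p = 0.806) and Pttg1ip (-0.09 ± 0.05, adjusted p = 0.832) on Mmu10.

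Outside the duplications the arrays showed few changes. Cbs, which encodes cystathionine beta-synthase (chromosome 17, 31612623 to 31637233), fell from 9.11 ± 0.06 to 8.71 ± 0.16 (log2 difference -0.40 ± 0.07, 0.756-fold, adjusted p = 0.0412), and all 5 Dp5/Dp1 arrays lay below all controls. The agouti gene a, a pigment signal (chromosome 2, 154950599 to 155051012), rose from 6.99 ± 0.12 to 7.62 ± 0.08 (0.63 ± 0.06, 1.55-fold, adjusted p = 0.000409). Gpnmb, a glycoprotein of pigment cells and macrophages (chromosome 6, 49036518 to 49058182), rose from 7.39 ± 0.06 to 7.64 ± 0.05 (0.25 ± 0.04, adjusted p = 0.016). Below the threshold on the lower side were Aox1 (-0.18 ± 0.04, adjusted p = 0.132) and AI506816 (-0.55 ± 0.11, adjusted p = 0.163). Cbs passed in 1 of the 10 fits that left out an array, that without Dp5/Dp1 replicate 2 (adjusted p 0.0232 to 0.158 over the 10), and with choroid plexus markers as a covariate its difference was -0.40 and its adjusted p 0.0717. Gpnmb passed in 4, those without control replicate 3 or 4 or Dp5/Dp1 replicate 4 or 5 (adjusted p 0.0143 to 0.0671), while Runx1 and a passed in all 10. AI506816 passed without control replicate 2 (-0.63, adjusted p = 0.0434) and with choroid plexus markers as a covariate (-0.47, adjusted p = 0.0205), but not with habenula markers added (adjusted p = 0.0578). The 4 called genes lay on chromosomes 2, 6, 16 and 17, 1 on each (lowest Fisher's exact p 0.104, adjusted 1). With so few genes this test has little power to show clustering.

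Of a list of 30 measured genes that the study discusses, which does not hold every gene it names, 10 were called over all genes, and 17 when adjusted over the list alone. The study chose the list in part on these arrays, so the second count is not independent evidence. Besides the interval genes and Cbs, none passed over all genes. Chrna1, a muscle-type acetylcholine receptor subunit, came closest (0.28 ± 0.05, adjusted p = 0.0813), with all 5 Dp5/Dp1 arrays above all controls, and passed without control replicate 2 (0.31, adjusted p = 0.0434) and with an intensity trend and robust variance (adjusted p = 0.0443). Its difference was 0.22 (adjusted p = 0.395) with choroid plexus and habenula markers as covariates and 0.25 (adjusted p = 0.487) without Dp5/Dp1 replicates 2 and 5. By quantitative PCR the study reports higher Chrna1, with Dp5/Dp1 among the models it names. It also reports lower Cbs in every model but Dp3Yah and Tg(Dyrk1a). Those measurements were not analysed here. Glp1r, the receptor of glucagon-like peptide 1, was at 8.73 ± 0.76 and 7.87 ± 0.38 (-0.85 ± 0.32, adjusted p = 0.806), and its highest array was control replicate 4 at 9.90, without which the difference was -0.56. Npy, a neuropeptide of interneurons, was at 10.92 ± 0.26 and 11.23 ± 0.17 (0.31 ± 0.12, adjusted p = 0.806). Chrna3, a nicotinic receptor subunit, was at 6.30 ± 0.50 and 7.06 ± 1.34 (0.76 ± 0.53, adjusted p = 0.862), led by Dp5/Dp1 replicates 2 at 9.03 and 5 at 7.87. The paralogues Tiam2 (0.07 ± 0.07) and Synj2 (-0.01 ± 0.04), and Gsk3b (-0.03 ± 0.03), Rhoa (0.0083 ± 0.03), Ndufa13 (-0.03 ± 0.05) and Snap25 (-0.01 ± 0.03), had differences within 2 SE of 0, while Snap23 was at -0.19 ± 0.07 (adjusted p = 0.806).

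Immediate early genes, which neurons switch on with activity, did not pass as a group. Of 30 members, 15 had a higher and 15 a lower mean (camera adjusted p = 0.873). Npas4 had a difference of -0.22 ± 0.34, Arc of -0.06 ± 0.26, Fos of 0.02 ± 0.26 and Fosb of -0.07 ± 0.17, and the lowest unadjusted p belonged to Ier2 (0.12 ± 0.06) and Ier5 (0.10 ± 0.08). None was called by limma or FCROS, and 0 had an unadjusted p under 0.05. Over the 10 fits that left out an array Ier5 ran from 0.03, without control replicate 1, to 0.13. With choroid plexus markers as a covariate Npas4 was at -0.42, Arc at -0.22, Fos at -0.14 and Fosb at -0.17, without Dp5/Dp1 replicate 5 Npas4 was at 0.09 and Arc at 0.13, and without control replicate 3 Arc was at 0.13 and Fosb at 0.09. With choroid plexus and habenula markers as covariates camera called the list down (adjusted p = 0.0475, and adjusted p = 0.818 with an estimated correlation). Without Dp5/Dp1 replicates 2 and 5 the direction was up and the list did not pass (camera adjusted p = 0.285).

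camera called 9 of the 26 lists, 4 up and 5 down, but 0 with an estimated correlation and 0 by fry (2 each at an unadjusted p under 0.05), and 37 of 100 splits of the arrays gave as many. Of the 528 members, limma called 0, 29 were higher and 16 lower at an unadjusted p under 0.05, and FCROS passed 39 higher and 20 lower. With choroid plexus and habenula markers as covariates, the adjusted p of oligodendrocyte precursors became 0.0969. Interferon-stimulated genes had the lowest p (up, adjusted p = 7.8e-10, and adjusted p = 0.485 with an estimated correlation). Of 37 members, 33 had a higher mean, with a median difference of 0.09. Gbp3 (0.17 ± 0.04) and Rsad2 (0.16 ± 0.05) had the lowest unadjusted p, and Ifit1 (0.36 ± 0.14), Irgm1 (0.27 ± 0.09) and Ifit2 (0.10 ± 0.05), which the study discusses, lay on the same side. When 1 array was left out, Ifit2 ran from 0.06, without control replicate 3, to 0.13. The mitochondrial respiratory chain was up by a median of 0.04, with 68 of 82 members higher (adjusted p = 1.26e-05, and adjusted p = 0.485 with an estimated correlation), led by Ndufs6 (0.13 ± 0.05) and Ndufa7 (0.10 ± 0.04). Interneuron and neuropeptide genes were up by 0.07 (adjusted p = 0.00395, and adjusted p = 0.485 with an estimated correlation), led by Pvalb (0.21 ± 0.08) and Tac1 (0.32 ± 0.12). This list shares Tac2 with the medial habenula markers, which were highest in Dp5/Dp1 replicates 2 and 5. With choroid plexus and habenula markers as covariates Tac1 was at 0.14 and Pvalb at 0.23. Glutamate receptors and the postsynaptic density were down by 0.04, with 31 of 35 members lower (adjusted p = 7.71e-05, and adjusted p = 0.485 with an estimated correlation), led by Grm7 (-0.14 ± 0.04) and Grin2c (-0.14 ± 0.05).

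The same 3 Dp5/Dp1 arrays, replicates 1, 3 and 5, carried the interferon, mitochondrial and glutamate differences. Their interferon means were 7.01 to 7.12, above all controls (6.85 to 6.98), their mitochondrial means 10.41 to 10.44, above all controls (10.32 to 10.38), and their glutamate means 10.49 to 10.51, below all controls (10.55 to 10.61). Replicates 2 and 4 lay within the control range for each, at 6.92 and 6.92 for interferon, 10.33 and 10.33 for mitochondria and 10.59 and 10.56 for glutamate. Control replicate 2 had the highest glutamate mean. Microglia markers, which did not pass as a list, followed the same arrays. Their means were 9.06, 9.05 and 9.07 on Dp5/Dp1 replicates 1, 3 and 5, above all controls (8.94 to 9.03). Replicates 2 and 4 were at 8.95 and 8.85. Whether microglia content accounts for the other differences was not tested.

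The remaining function lists did not pass. They were the SNARE complex and partners (38 genes, adjusted p = 0.653; Snap23, and Napa at 0.11 ± 0.05), the RHOA pathway (24 genes, adjusted p = 0.489; Diaph2 at -0.10 ± 0.04 and Ect2 at -0.07 ± 0.04), the GABA system (17 genes, adjusted p = 0.37; Gad1 at 0.09 ± 0.03 and Gabrb1 at -0.10 ± 0.04) and cytosolic ribosomal proteins (61 genes, adjusted p = 0.0874; Rpl10l at 0.13 ± 0.06 and Rpl22 at 0.07 ± 0.03). With choroid plexus and habenula markers as covariates the ribosomal list was called up (adjusted p = 0.000195, and adjusted p = 0.533 with an estimated correlation). Its mean was lowest in control replicate 2, at 10.31 against 10.41 to 10.42 in the other controls. The Dp5/Dp1 arrays lay between 10.36 and 10.49.

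Markers of tissues next to the hippocampus varied strongly between arrays. Choroid plexus markers were down as a list (16 of 16 lower, median -0.37, camera adjusted p = 0.00535, and adjusted p = 0.755 with an estimated correlation), but the arrays fell into high and low ones in both groups. Ttr, the transthyretin gene, was chosen after its values were seen. It was between 13.06 and 13.45 in control replicates 1, 4 and 5 and Dp5/Dp1 replicates 3 and 5, and between 9.30 and 10.88 in the others. Tmem72 (-0.57 ± 0.44) and Ecrg4 (-0.51 ± 0.40) had the lowest unadjusted p. In the 10 fits that left out an array, Tmem72 ran from -0.85 to -0.32 and Ecrg4 from -0.74 to -0.25. Both differences were smallest without control replicate 1. Clic6 was at 7.77 or higher on the 5 arrays with high Ttr and at 6.79 or lower on the rest. Medial habenula markers were up (13 of 13 higher, median 0.16, adjusted p = 0.000383, and adjusted p = 0.55 with an estimated correlation), with Tac2 (0.92 ± 0.40) and Lrrc55 (0.39 ± 0.19) leading, and their mean was highest in Dp5/Dp1 replicates 2 at 7.61 and 5 at 7.20, followed by control replicate 3 at 6.95. Chrna3 was highest on the same 3 arrays. Over the 10 fits that left out an array, Tac2 ran from 0.62 to 1.21 and Lrrc55 from 0.19 to 0.48. Both were lowest without Dp5/Dp1 replicate 2. Thalamus markers were down by a median of 0.19 (11 of 12 lower, adjusted p = 0.000783, and adjusted p = 0.485 with an estimated correlation), with Synpo2 at -0.37 ± 0.17 and Rora at -0.17 ± 0.10. Their mean was highest in control replicate 1, at 8.62 against 8.01 to 8.32 in the other controls, and without that array Synpo2 was at -0.22 and Rora at -0.08.

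**Figure D3:**
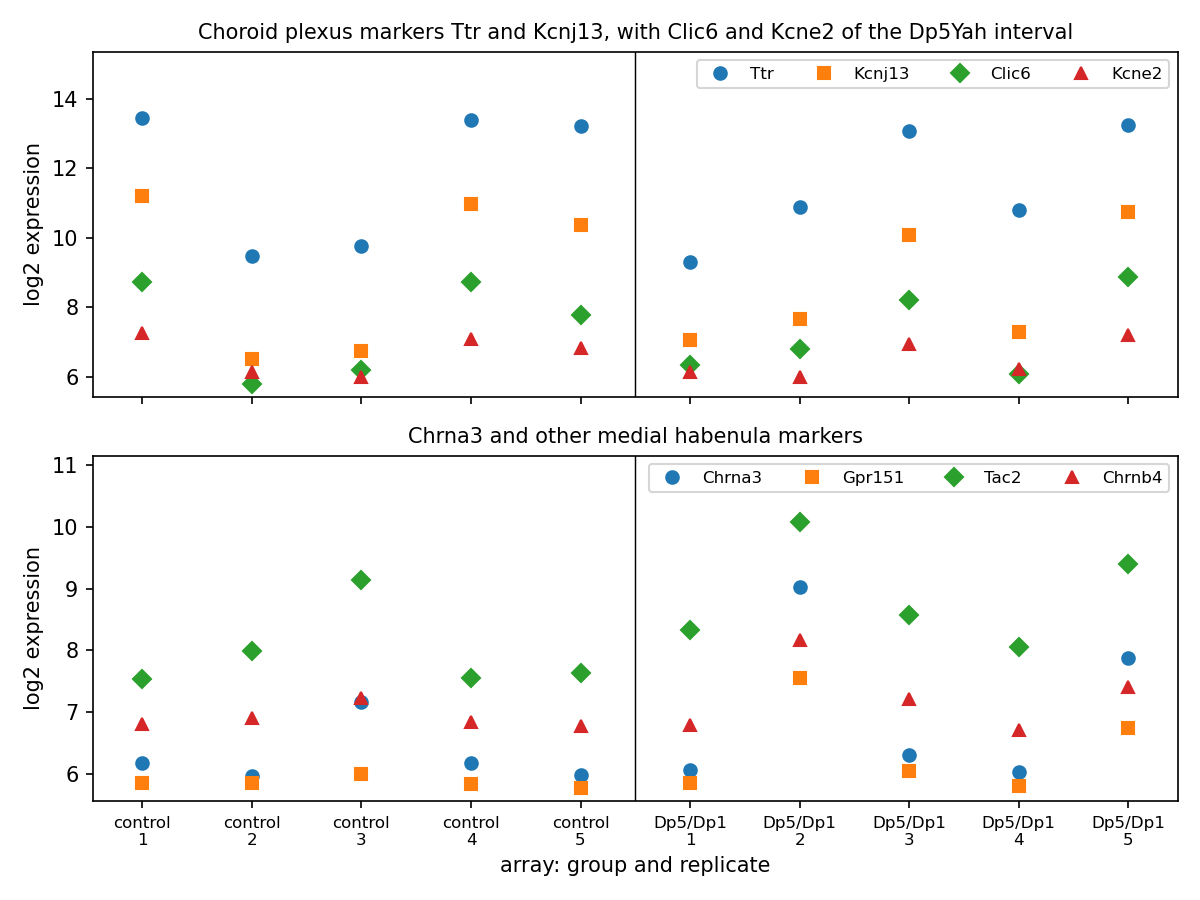
Log2 expression per array of choroid plexus markers with Clic6 and Kcne2 (top) and of Chrna3 with medial habenula markers (bottom), control arrays on the left and Dp5/Dp1 arrays on the right. Ttr reaches 13.06 or more on 3 control and 2 Dp5/Dp1 arrays, and Chrna3 is highest in Dp5/Dp1 replicate 2, at 9.03.

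Among brain cell types, astrocyte markers were down (10 of 14 lower, median -0.07, adjusted p = 0.00201, and adjusted p = 0.485 with an estimated correlation), with Agt, the angiotensinogen gene, at -0.54 ± 0.15 and Gja1, a gap junction gene, at -0.11 ± 0.04. Oligodendrocyte precursors were down by 0.03 (7 of 9 lower, adjusted p = 0.00732, and adjusted p = 0.485 with an estimated correlation), with Enpp6 at -0.21 ± 0.07 and Bmp4 at -0.21 ± 0.08. Lists that did not pass were myelin (adjusted p = 0.272; Ppp1r14a 0.15 ± 0.05, Pllp 0.19 ± 0.08), microglia (adjusted p = 0.945; Trem2 -0.07 ± 0.04, Laptm5 0.09 ± 0.07), endothelium (adjusted p = 0.0986; Cldn5 0.25 ± 0.07, Tek 0.22 ± 0.06), mural and meningeal cells (adjusted p = 0.464; Abcc9 -0.07 ± 0.06, Slc6a13 0.18 ± 0.16), ependyma (adjusted p = 0.629; Ak7 -0.18 ± 0.19, Foxj1 -0.05 ± 0.05) and red blood cells (adjusted p = 0.146), measured by Alas2 alone (0.28 ± 0.13). Several of these differences depended on single arrays. Over the fits that left out an array, Abcc9 ran from -0.11 to -0.03 and Slc6a13 from 0.06 to 0.27. Ak7 ran from -0.32 to -0.06, Foxj1 from -0.08 to -0.01, Laptm5 from 0.05 to 0.14 and Alas2 from 0.18 to 0.38. With choroid plexus and habenula markers as covariates, endothelium was called up (adjusted p = 0.0108) and ependyma down (adjusted p = 0.0178), each with an adjusted p of 0.533 with an estimated correlation. Without Dp5/Dp1 replicates 2 and 5 ependyma was down (adjusted p = 0.00194, and adjusted p = 0.561 with an estimated correlation) and the medial habenula list no longer passed (adjusted p = 0.65).

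Markers of hippocampal fields and neighbouring regions did not pass either. They were CA1 (adjusted p = 0.653; Spink8 0.12 ± 0.07, Gpr161 -0.13 ± 0.12), CA2 and CA3 (adjusted p = 0.653; Rgs14 0.15 ± 0.06, Nectin3 -0.10 ± 0.05), the dentate gyrus (adjusted p = 0.484; Npnt -0.13 ± 0.04, Tdo2 0.29 ± 0.09), the subiculum (adjusted p = 0.996; Dlk1 -0.15 ± 0.09, Nts 0.11 ± 0.07), the striatum (adjusted p = 0.267; Drd2 -0.16 ± 0.08, Drd1 0.10 ± 0.05) and the neocortex (adjusted p = 0.425; Rorb -0.10 ± 0.05, Tbr1 0.15 ± 0.08). Some of these values moved when 1 array was left out. Spink8 ran from 0.08 to 0.17, Gpr161 from -0.22 to -0.05 and Nts from 0.06 to 0.17. Drd2 ran from -0.21 to -0.09 and Drd1 from 0.07 to 0.13. Adjusted over the list alone, limma called 3 of 12 endothelial and 2 of 10 dentate gyrus genes, and 0 in the other lists of the 26.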

Values the study reported

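For Dp5/Dp1 hippocampi the study reported 922 differentially expressed genes by FCROS with the error level set at a 5% false discovery rate. It counted 127 trisomic expressed genes, of which 54 were differentially expressed, that is 43%, and described 57% of the trisomic genes as compensated. It also reported 33 upregulated and 78 downregulated functional terms for this model.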

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

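The tests on Runx1 were chosen only after its values were seen, and so were the alternatives that use marker means or leave out Dp5/Dp1 replicates 2 and 5. Of 256 groups of 5 values checked, 15 had 1 array far from the others by Dixon's ratio (above 0.71), against 12.8 expected by chance. Of the 13 medial habenula markers, 2 also stand in another list, Chrna3 among the genes the study discusses and Tac2 among the neuropeptides, and 0 of the 16 choroid plexus markers do. How many of them hippocampal cells express too was not tested, and no sorting step would have removed such tissue.

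The habenula values gave the first pattern. In controls, replicate 3 stood apart for the medial habenula mean (ratio 0.858), Chrna3 (0.821, at 7.17 against 5.97 to 6.19) and Tac2 (0.721). With the other 12 medial habenula markers as a covariate, the log2 difference of Chrna3 went from 0.76 ± 0.53 to -0.21 ± 0.11, as habenula tissue in some samples would give. The upper 95% limit of 0.036 argues against a rise of Chrna3 apart from those markers that is as large as the unadjusted difference. A candidate explanation is that some dissections took in habenula, but an effect of the duplications on the whole set of habenula genes stays open, as the covariate would remove that too.

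Clic6 and Kcne2 gave the next pattern, a lower mean of both genes in Dp5/Dp1 although both lie in the Dp5Yah interval. With the mean of 16 choroid plexus markers as a covariate, the difference of Clic6 went from -0.18 ± 0.68 to 0.40 ± 0.09, and its lower 95% limit of 0.20 argues against full dosage compensation. That adjusted p was 0.291, so the gene was still not called. Kcne2 reached only 0.082 ± 0.082, with limits of -0.10 and 0.26, below log2 of 1.5, so that choroid plexus is not shown to hide a rise there. With habenula markers added Clic6 was at 0.31 and Kcne2 at 0.17 with limits of 0.0033 and 0.34, so the fits differ on full compensation of Kcne2, which stays open.

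Runx1 was the last, as it rose by more than the 1.5-fold of an extra copy. The lower 95% limit of its log2 difference, 0.98, lies above log2 of 1.5 (0.585), which argues against an extra copy read in proportion to dose. A single outlying array is argued against by the lowest difference over the 10 fits that left out an array, 1.10. The gene has only 1 probe set here, so a probe set that reads other sequence cannot be told apart from a rise of the gene. Altered transcription at the duplication junction inside Runx1 may also account for it and was not tested.

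Other arrays that stood apart, given as Dixon's ratio, were control replicate 5 for 2-copy Mmu16 genes (0.729), control replicate 2 for glutamate receptors (0.817), ribosomal proteins (0.875) and Synj1 (0.721), and control replicate 1 for Gad1 (0.715). In Dp5/Dp1 they were replicate 5 for the SNARE list (0.788), Fosb (0.912) and Tbr1 (0.77), replicate 1 for Npy (0.792), replicate 3 for Setd4 (0.755) and Trem2 (0.744), and replicate 2 for Cldn5 (0.806). Among the 13767 probe sets without a single gene symbol, which the comparisons did not use, 7 passed when every probe set was tested separately, 6 higher and 1 lower, with differences from -0.35 to 0.68.

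Chance groupings of the arrays were counted over 100 of the 126 splits into 5 and 5, the real one included. Chance can be excluded for the count of called genes (41, highest other split 55, 2 splits as large), the Dp5Yah genes (25, highest other 2, 1 split) and the Dp1Rhr genes (12, highest other 0, 1 split). For the genes outside the intervals (4, highest other 53, 2 splits) the splits decide nothing, since only the real split holds many changed interval genes, which ease the adjusted threshold for all genes. For the genes the study discusses (10, highest other 0, 1 split) the splits decide nothing, since that list was chosen in part on these arrays. The split with 55 genes set control replicates 1, 4 and 5 and Dp5/Dp1 replicates 3 and 5, the arrays with the 5 highest choroid plexus means (7.86 to 8.53, against 6.65 to 7.01), against the rest. This points to a structure of the samples by choroid plexus content, and with those markers as a covariate the real split called 40 genes. Chance cannot be excluded for the gene lists (9, highest other 15, 37 splits). For the FCROS count (1008, highest other 1153, 56 splits) the splits decide nothing, since FCROS passes a similar number of genes under any grouping. The median over the other splits was 1013, and simulated arrays with no changed gene gave 1069.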

How the results depend on the processing

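The marker covariates and the joint removal of Dp5/Dp1 replicates 2 and 5 were chosen after the data were seen, and the cause of each change below was not tested unless it is given. Both interval means were higher in every alternative. Leaving out 1 array gave 29 to 39 called genes, 2 to 6 outside the intervals (2 without control replicate 1 or 5 or Dp5/Dp1 replicate 3, 6 without control replicate 2 or 3), -0.0051 to 0.0022 for the claudin-keratin cluster, and for 2-copy genes -0.0017 to 0.0055 on Mmu16 and -0.0027 to 0.0112 on Mmu10. In the same fits Fos ran from -0.098 to 0.207, Setd4 from -0.0118 to 0.0146, Snap25 from -0.0246 to 0.0075, Arc from -0.2145 to 0.1309, Fosb from -0.2063 to 0.0913, Synj2 from -0.0295 to 0.0159, Npas4 from -0.3516 to 0.0921 and Rhoa from -1e-04 to 0.0213.

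Without the dimmest 40% of genes the claudin-keratin difference was 0.0253, from the 1 gene left. Renewed quantile normalization put Setd4 at -0.0022. Centring gave -0.0025 for Mmu16, -0.0044 for Mmu10 and -0.0044 for Setd4, and the mean of the probe sets gave -0.0104 for Rhoa. An intensity trend with robust variance called 7 genes outside the intervals, and array weights put Arc at 0.0522 and Setd4 at -0.0048. With the replicate number as a block, limma called 26 genes, 2 of them outside, 7 of Dp1Rhr and 6 that the study discusses. The interval differences of 0.3076 and 0.2114 then had an exact sign-flip p of 0.0625, the smallest that 5 pairs allow, and the gap of 0.0962 one of 0.125. The deviations of arrays with the same number did not match, so the numbers are not taken as pairs. FCROS passed 1008 genes, 956 outside and 17 of those the study discusses, and a 1.4-fold limit left 6 genes. camera with an estimated correlation called 0 lists and fry 0.

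With choroid plexus markers as a covariate Fos was at -0.1381, Ndufa13 at 0.0049 and Setd4 at -0.0022. With habenula markers added, limma called 24 genes, 2 outside, 16 of Dp5Yah and 6 of Dp1Rhr, and Chrna3 was at -0.1796, Fos at -0.1914, Ndufa13 at 0.0109 and Setd4 at -0.0069. Without Dp5/Dp1 replicates 2 and 5 it called 21 genes, 2 outside, 13 of Dp5Yah, 6 of Dp1Rhr and 5 that the study discusses, with fewer arrays. The gap was 0.0842 (exact permutation p = 0.0893), and Chrna3 was at -0.1609, Npas4 at 0.0197, Arc at 0.1398, Rhoa at -0.0053 and Setd4 at -0.0057. Dim genes limit what these arrays show: the 25 Dp5Yah and 12 Dp1Rhr genes called were all outside the dimmest 40%.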

Other observations

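The comparisons of single genes and probe sets here, and the neighbours of a, were chosen after the values were seen. The pigment gene a was the only called gene of its chromosome. Of the 46 genes tested within 1 Mb of it, limma called 0, 2 had an unadjusted p under 0.05 and FCROS passed 3, and their median difference was 0.0093, with a range of -0.09 to 0.15. Krt14, a keratin gene of skin, was at 0.08 ± 0.04 and Tyr, the tyrosinase gene, at 0.03 ± 0.03, neither of which passed.

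Among the triplicated genes, the oligodendrocyte transcription factors Olig1 (0.15 ± 0.06, adjusted p = 0.806) and Olig2 (0.11 ± 0.10, adjusted p = 0.888) were not called, although both are bright. Mis18a (0.45 ± 0.08, adjusted p = 0.0589) and Mrps6 (0.45 ± 0.09, adjusted p = 0.107) missed the threshold with all 5 Dp5/Dp1 arrays above all controls. Ltn1 was read by 16 probe sets, all with a higher mean in Dp5/Dp1, between 0.38 and 0.73, and the one used for the gene gave the lowest of these.

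The FCROS count depended little on the grouping. It passed 1008 genes here, 5.06% of those tested, and the median over the other splits was 1013. On simulated arrays with no changed gene among 19938, the same code passed 1069 genes and limma 0. All 41 genes called by limma were among the 1008. FCROS passed 34 of 43 Dp5Yah genes and 16 of 29 Dp1Rhr genes as higher.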
